A study of Rattus norvegicus with 13 samples. Its data were reported in "Cytokeratin-19 positivity is acquired along cancer progression and does not predict cell origin in rat hepatocarcinogenesis" (2015).

How the data were processed

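RNA of rat liver was hybridised to Illumina expression arrays, 1 array per sample, with 2 of control liver, 6 of pooled microdissected oval cells and 5 of pooled microdissected preneoplastic foci. Groups came from the labels, and replicates were numbered in the order of deposition, which pairs no arrays. The values used were the deposited intensity of each probe on a linear scale, which the authors read with BeadStudio (version 3.0.19.0 per the submitters' processing notes) and normalized by quantiles. Their low values show no subtraction of background, and the quartiles were nearly equal on all arrays. Quantile normalization gives every array the same distribution, so a shift of most genes or of total RNA cannot be seen. It sets each value by its rank, so folds of the brightest probes, among them Gstp1, Mup4l4, Mup4, Hamp and Mt1, are uncertain in size. A further deposited table has 26 per-sample columns of signals and detection p-values whose names match no label, and it was not used here. The planned background step and filter needed those p-values, so the fallback written beforehand took their place. It asked for a median signal of 300, which was applied within groups after the files had been looked at, with the median over all arrays as an alternative.

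Values were corrected with normexp at an offset of 50, normalized by quantiles and taken to log2 in limma (version 3.58.1, R version 4.3.3). Of 22523 probes, the 6997 whose median deposited intensity exceeded 300 in at least 1 group were tested. A limma fit over all 13 arrays gave the 3 comparisons with Benjamini-Hochberg adjustment, and a probe changed at an adjusted p under 0.05 and at least a 2-fold difference. Fold changes are on the offset scale, which shrinks changes of dim probes, while background correction enlarges them against the deposited values. For Krt19 in foci against control the log2 difference was 1.38, with 1.53 at an offset of 16 and 1.15 without background correction. Where every array of the dimmer group lay under 300, the fold is given as at least the brighter group's mean deposited intensity over 300. Where its mean but not every array lay under 300, the fitted fold is given and its size is uncertain. Among these were Krt19, Lox, Tspan8 and Cdk1 in control, Hsd17b2 and Fads2 in oval cells, and Plet1 and Vwf in foci. Signals and their SD are deposited intensities. On simulated data, 4-fold changes were called in 99.4% of cases for each group against control and in 100% for oval cells against foci. Of simulated 2-fold changes, 45.8%, 47.3% and 48.4% were called in oval cells against control, foci against control and oval cells against foci, since noise puts many under the fold limit.

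The annotation table gave 13793 probes 1 gene symbol and 0 several, and 8730 are unnamed here. Of the named probes 13752 matched a RefSeq gene of the assembly GRCr8, used for names alone. A gene with several probes is given by the probe with the highest mean. Of the other probes of Gstp1, 1 changed less in the same direction and 1 lay near the floor of the scale on every array.

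The rule for named genes was set before the data were examined, with the gene lists, tests and most alternatives. It takes, in each comparison, the 8 largest rises and 8 largest falls among changed probes whose groups do not overlap. It adds Krt19, Epcam, Krt7, Nqo1, Gstp1, Afp and Abcb1 (here Abcb1b), up to 4 members of each list with the smallest adjusted p, and genes quoted from the study. Ggt1 was in the rule and is not reported here. Each of 26 lists with at least 5 measured members was tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Alternatives were no background correction, other filters, no fold limit, only the groups compared, array weights, the methods' t-test (named in the study's general statistics, while its arrays were tested with an F-test under a random variance model, not run here), each array left out, another offset, cyclic loess and other centring. The methods' filter keeps probes that differ 1.5-fold from the median on at least 20% of arrays with a median over 300.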

Results

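Gene expression was measured on 13 Illumina rat expression arrays of liver in a study of the resistant-hepatocyte model. In it male Fischer rats given a carcinogen are fed 2-acetylaminofluorene and undergo partial hepatectomy. The arrays fell into 3 groups, namely control liver (n = 2), oval cells (n = 6) and preneoplastic foci (n = 5). Oval cells are small biliary-like cells that spread through the injured liver, and preneoplastic foci are early clusters of altered hepatocytes. Both were taken by laser microdissection 1 week after surgery and pooled. The study describes its controls as normal, age-matched liver. Its supplement speaks of microdissected random areas of normal liver, but its main methods of random areas from treated rats. Which of these the control arrays hold is not clear, so cell type and treatment cannot be told apart in any comparison with control. Oval cells had been recognised by their shape and by staining for CK-19, GSTP and GGT, so a high level of Krt19 or Gstp1 in oval cells is no finding of its own. On every array 26.8% of probes exceeded a deposited intensity of 300, and the number of arrays limits the precision. Controls and oval cells lay on slide 1 and foci on slide 2, so slide and group cannot be told apart in any comparison with foci. The oval cell arrays outnumber the animals that the study names, so some of them share an animal and p-values over arrays are too small. Foci arrays were pools and may share animals as well.

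The first comparison asked how oval cells differ from normal liver. By camera the biliary, matrix and cell cycle lists shifted up in oval cells and the fatty acid synthesis and male-predominant lists shifted down, and with an estimated correlation no list passed (smallest adjusted p = 0.229 with an estimated correlation). Abcb1b, a multidrug efflux pump, was at least 63.3-fold higher (159 ± 8.23 in control, SD, n = 2, and 19003 ± 2446 in oval cells, SD, n = 6). The surface protein Cd24 was 25.8-fold higher (log2 difference 4.69 ± 0.25, SE). Cyp2c11, a cytochrome P450 of male rat liver, was at least 102-fold lower (30471 ± 677 in control, SD, n = 2, and 193 ± 11.1 in oval cells, SD, n = 6). In limma, 1781 of 6997 probes changed by at least 2-fold at an adjusted p under 0.05, with 943 higher and 838 lower. With centring on ribosomal protein genes, chosen after seeing the data, 3359 changed and 9.68% of them were higher in place of 52.9%, while 941 changed with the methods' filter and 4958 with no fold limit. Some oval cell arrays share an animal, so these p-values are too small.

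By the fitted difference, the 8 largest rises in oval cells were those of Abcb1b, Lgals2 (at least 15.6-fold), S100a11 (32.1-fold), Krt19 (30.2-fold, a gene whose protein was used to choose the cells), the collagen cross-linking enzyme Lox (29.2-fold), Cd24, Tspan8 (24.6-fold) and Lgals1 (at least 12.6-fold). The 8 largest falls were those of Cyp2c11, Mup4l3 (at least 79.7-fold), Obp3 (at least 54.1-fold), Stac3 (at least 49.8-fold), Serpina3c (89.2-fold), the lipogenic regulator Thrsp (78.1-fold), Dhrs7l1 (at least 32.6-fold) and Leap2 (36.8-fold). Control averaged under the signal limit of 300 for Krt19, Lox and Tspan8, so the size and rank of their rises are uncertain. Probes of the Mup, Cyp2c and glutathione S-transferase families may read near-identical copies, so those names are uncertain. Of 11 biliary and progenitor cell markers 9 rose and 0 fell (camera adjusted p = 7.31e-05, and adjusted p = 0.235 with an estimated correlation), among them Epcam (12.4-fold) and Tnfrsf12a (at least 5.49-fold). The keratin Krt7 was at least 1.12-fold higher, and its log2 difference of 1.28 was under the 2-fold limit without background correction (0.90) and with centring on ribosomal protein genes (0.40), which was chosen after seeing the data. Of 28 cell cycle genes 27 rose (camera adjusted p = 1.37e-09, and adjusted p = 0.27 with an estimated correlation), with the mitotic kinase Cdk1 10.3-fold and the cyclin Ccnd1 7.08-fold higher. All 7 preneoplastic focus markers rose (camera adjusted p = 0.000144, and adjusted p = 0.229 with an estimated correlation), including Gstp1 (22.7-fold), by whose protein the cells were chosen. The study picked out such markers and Nrf2 target genes on these samples, so neither list is independent evidence. Of 28 Nrf2 target genes 10 rose and 3 fell, and the list did not pass (camera adjusted p = 0.0659), though it passed without oval cells replicate 4 (adjusted p = 0.0155) or control replicate 1 (adjusted p = 0.0441), with array weights (adjusted p = 0.0374) and with that centring (adjusted p = 0.000386). Aldh1a1 was 14.9-fold and Gpx2 at least 9.05-fold higher. Nqo1 differed by 0.74 ± 0.42 (SE, log2, adjusted p = 0.126), and by 1.03 without oval cells replicate 4 (adjusted p = 0.00168).

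Markers of other cell types moved with this group. Of 21 stellate cell and matrix genes 19 rose in oval cells (camera adjusted p = 6.24e-07, and adjusted p = 0.274 with an estimated correlation), among them Timp1 (8.79-fold). Of 10 endothelial markers 6 rose (camera adjusted p = 0.00806, and adjusted p = 0.229 with an estimated correlation), with Vwf 5.24-fold higher. Of 18 macrophage and Kupffer cell markers 7 rose and 1 fell (camera adjusted p = 0.0331, and adjusted p = 0.516 with an estimated correlation), with the antigen presentation genes RT1-Da 3.88-fold and Cd74 3.77-fold higher, and this call ended without control replicate 2 (adjusted p = 0.105) and with the methods' filter (adjusted p = 0.0761). By adjusted p alone 13 members of the macrophage list were higher and 4 lower. The monocyte receptor Cd14 was lower in oval cells (log2 difference -1.29, and -0.95 without control replicate 1), and Cd163 differed by -0.71, under the 2-fold limit. Of 9 lymphocyte markers 1 rose (camera adjusted p = 0.0957), and the list passed without oval cells replicate 4 (adjusted p = 0.0399) and with cyclic loess (adjusted p = 0.0447), chosen after seeing the data. Both measured neutrophil markers rose and 3 of 4 erythroid genes fell, with too few members for a test. The globin genes Hba-a1 and Hbb-b1 were 7.15-fold and 5.61-fold lower.

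Of 6 YAP target genes 5 rose in oval cells (camera adjusted p = 0.00253, and adjusted p = 0.229 with an estimated correlation), with Ccn2 16-fold and Ajuba 3.16-fold higher. Of 6 fetal liver genes 5 rose (camera adjusted p = 0.00505, and adjusted p = 0.235 with an estimated correlation), with Afp 9.18-fold, Aldoa 4.55-fold and Ldhb 3.78-fold higher. Of 11 p53 target genes 6 rose (camera adjusted p = 0.0124, and adjusted p = 0.337 with an estimated correlation), including Ccng1 (6.06-fold) and Mdm2 (5.75-fold). Of 13 immediate early and heat shock genes 6 rose (camera adjusted p = 0.0148, and adjusted p = 0.27 with an estimated correlation), with Myc at least 4.31-fold and Egr1 at least 3.09-fold higher. Of 46 ribosomal protein genes 16 rose (camera adjusted p = 8.29e-12, and adjusted p = 0.229 with an estimated correlation), with Rpl17 3.19-fold higher, a rise that is removed by construction when arrays are centred on these genes. That centring, chosen after seeing the data, also took Ajuba (0.78) and Rpl17 (0.79) under the 2-fold limit. Of 5 aryl hydrocarbon receptor targets 3 rose, and the list did not pass (camera adjusted p = 0.113), though it did with that centring (adjusted p = 0.0167).

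All 11 fatty acid synthesis genes fell in oval cells (camera adjusted p = 5.35e-06, and adjusted p = 0.229 with an estimated correlation), with Fads2 10.7-fold, the citrate lyase Acly 7.32-fold and Elovl5 7.21-fold lower. Of 12 male-predominant genes 11 fell (camera adjusted p = 7.85e-06, and adjusted p = 0.229 with an estimated correlation), including Mup4 (17.2-fold). Of 25 cytochrome P450 genes 16 fell (camera adjusted p = 6.13e-05, and adjusted p = 0.29 with an estimated correlation), with Cyp2b15 at least 10-fold lower, and 1 rose, Cyp2c12 (11.9-fold), known from female rat liver. Of 22 urea cycle and amino acid genes 13 fell (camera adjusted p = 0.000262, and adjusted p = 0.235 with an estimated correlation), with Gnmt 8.43-fold and Bhmt 8.28-fold lower. Of 15 bile acid genes 10 fell and 1 rose (camera adjusted p = 0.000308, and adjusted p = 0.274 with an estimated correlation), with the bile acid receptor Nr1h4 3.36-fold lower. Of 10 glucose metabolism genes 8 fell and 1 rose (camera adjusted p = 0.00217, and adjusted p = 0.229 with an estimated correlation), with Ppp1r3b 22.4-fold and the pyruvate kinase Pklr at least 11.5-fold lower. Of 15 cholesterol synthesis genes 8 fell (camera adjusted p = 0.0019, and adjusted p = 0.337 with an estimated correlation), with Nsdhl 4.01-fold and Sc5d 3.97-fold lower. Of 16 secreted plasma protein genes 7 fell (camera adjusted p = 0.00754, and adjusted p = 0.337 with an estimated correlation), with F10 3.63-fold and Itih1 3.31-fold lower. Of 15 fatty acid oxidation genes 5 fell (camera adjusted p = 0.0331, and adjusted p = 0.395 with an estimated correlation), a call that ended without control replicate 2 (adjusted p = 0.0619) and with the methods' filter (adjusted p = 0.0746). Of 18 acute phase genes 4 rose and 3 fell, and the list did not pass (camera adjusted p = 0.673), with a median below 0 and a mean above. The iron regulator Hamp was 4.11-fold higher. With centring on ribosomal protein genes, chosen after seeing the data, the calls ended for the lists of secreted plasma proteins (adjusted p = 0.0591), urea cycle and amino acids (0.07), cytochrome P450 (0.0714), glucose metabolism (0.0778), cholesterol synthesis (0.131), fatty acid oxidation (0.135) and bile acids (0.137). The counts adjusted over the list alone equalled those over all probes for each list. By camera 20 of 24 tested lists shifted. With an estimated correlation 0 did, with 4 at an unadjusted p under 0.05, and by fry, which asks whether a list moves one way on balance, 23 did.

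**Figure D1:**
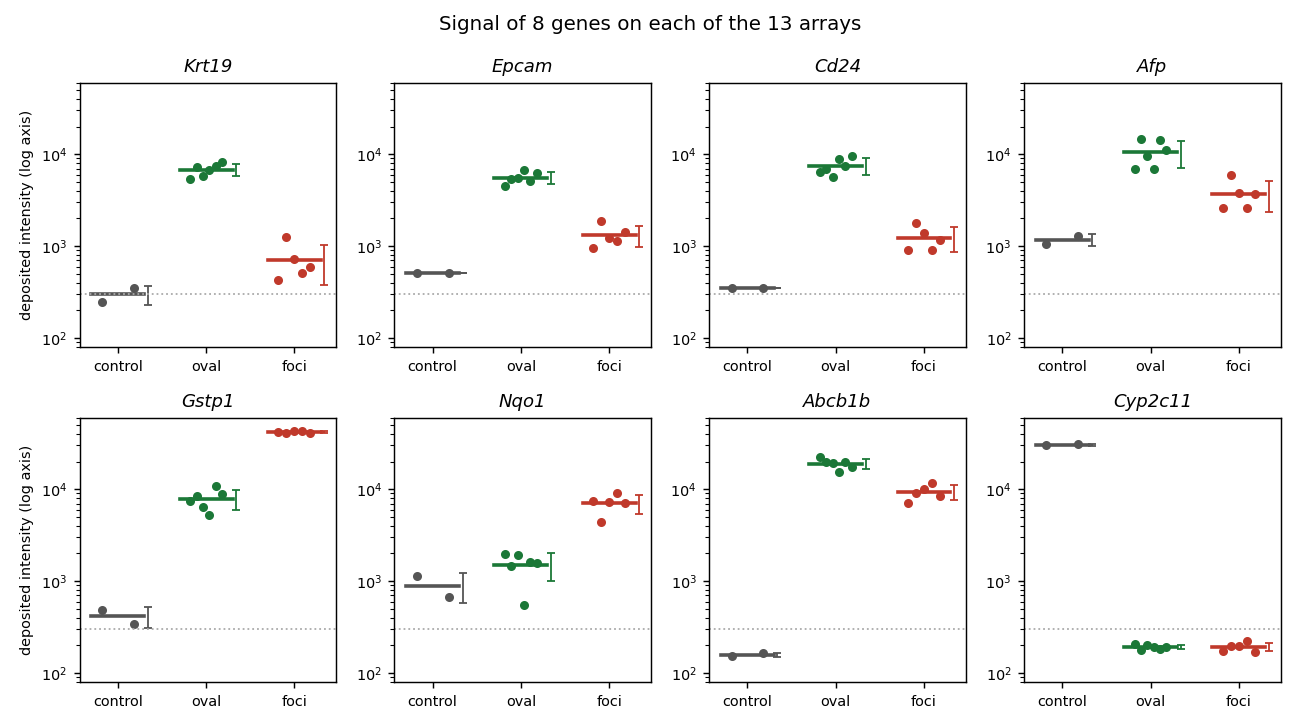
Deposited intensity (vertical log axis) of 8 genes on each of the 13 arrays, with dots for arrays, thick lines for group means, error bars of 1 SD and a dotted line at 300. Krt19 averaged 6826 in oval cells, 701 in foci and 297 in control, and Gstp1 averaged 42013 in foci.

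The second comparison asked how preneoplastic foci differ from normal liver. By camera the Nrf2 target and cell cycle lists shifted up in foci and the male-predominant and fatty acid synthesis lists shifted down, and with an estimated correlation no list passed (smallest adjusted p = 0.268 with an estimated correlation). With centring on ribosomal protein genes, chosen after seeing the data, both downward calls ended (adjusted p = 0.0578 and 0.16). Gstp1, the glutathione transferase by which such foci are recognised, was 125-fold higher (log2 difference 6.97 ± 0.22, SE), with a mean of 42013. It was the brightest probe on 2 of 5 foci arrays, where quantile normalization fixes the value, so the size of the rise is uncertain. The quinone reductase Nqo1 was 8.61-fold higher (log2 difference 3.11 ± 0.43, SE, adjusted p = 1.94e-05), and higher on 5 of 5 foci arrays than on either control. In limma, 1268 of 6997 probes changed, with 722 higher and 546 lower. With that centring 2949 changed and 5.6% of them were higher in place of 56.9%, while 633 changed with the methods' filter and 4532 with no fold limit. Foci arrays may share animals, so these p-values may be too small, and slide and group cannot be told apart.

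By the fitted difference, the 8 largest rises in foci were those of Gstp1, Abcb1b (at least 31-fold), the aldo-keto reductases Akr1b8 (at least 25.3-fold) and Akr7a3 (35.1-fold), Gsta3 (at least 18.9-fold), Gpx2 (at least 11.5-fold), Acot1 (at least 5.44-fold) and the mitochondrial nucleotide carrier Slc25a4 (16.6-fold). The 8 largest falls were those of Cyp2c11 (at least 102-fold), Mup4l3 (at least 79.7-fold), Obp3 (at least 54.1-fold), Stac3 (at least 49.8-fold), Dhrs7l1 (at least 32.6-fold), Aox3 (at least 8.97-fold), Sez6 (at least 9.11-fold) and Mup4l4 (17.9-fold). Mup4l4 was the brightest probe on both control arrays, where quantile normalization fixes the value, so its fold and rank are uncertain. Of 28 Nrf2 target genes 19 rose and 0 fell (camera adjusted p = 2.83e-09, and adjusted p = 0.356 with an estimated correlation), with Aldh1a1 12.1-fold higher, and all 7 focus markers rose (camera adjusted p = 1.66e-06, and adjusted p = 0.268 with an estimated correlation). Neither list is independent evidence, since the study picked such genes on these samples. Of 28 cell cycle genes 27 rose (camera adjusted p = 3.62e-12, and adjusted p = 0.356 with an estimated correlation), with Rrm2, a subunit of ribonucleotide reductase, 9.42-fold and Cdk1 8.57-fold higher. Of 11 biliary and progenitor cell markers 5 rose and 1 fell (camera adjusted p = 0.0149, and adjusted p = 0.431 with an estimated correlation), with Cd24 3.97-fold, Epcam 2.74-fold and Tnfrsf12a at least 3.16-fold higher, while Krt7 differed by 0.22 ± 0.19 (SE, log2, adjusted p = 0.318), and the list's call ended with the methods' filter (adjusted p = 0.0736). Of 11 p53 target genes 6 rose (camera adjusted p = 0.00607, and adjusted p = 0.431 with an estimated correlation), with Ccng1 4.16-fold and Mdm2 3.77-fold higher. Of 13 immediate early and heat shock genes 4 rose and 1 fell (camera adjusted p = 0.0332, and adjusted p = 0.431 with an estimated correlation), with Myc at least 3.29-fold and Egr1 at least 3-fold higher. Of 46 ribosomal protein genes 15 rose (camera adjusted p = 6.82e-14, and adjusted p = 0.268 with an estimated correlation), a rise also removed by centring on them. That centring, chosen after seeing the data, took Epcam under the 2-fold limit (0.62).

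Of 12 male-predominant genes 10 fell in foci, and 11 when adjusted over the list alone (camera adjusted p = 1.36e-05, and adjusted p = 0.356 with an estimated correlation), with Mup4 17.8-fold lower. Of 25 cytochrome P450 genes 14 fell and Cyp2c12 rose (9.94-fold), and the list shifted down (camera adjusted p = 0.000321, and adjusted p = 0.431 with an estimated correlation). Of 11 fatty acid synthesis genes 7 fell (camera adjusted p = 0.00092, and adjusted p = 0.431 with an estimated correlation), with Elovl5 5.06-fold and Acly 3.92-fold lower, while of 15 cholesterol synthesis genes 1 rose and 2 fell, and that list did not pass (camera adjusted p = 0.277). Of 15 bile acid genes 7 fell (camera adjusted p = 0.00425, and adjusted p = 0.431 with an estimated correlation). Of 10 glucose metabolism genes 4 fell (camera adjusted p = 0.0206, and adjusted p = 0.356 with an estimated correlation), with Ppp1r3b 14-fold and Pklr 12.7-fold lower. Of 16 secreted plasma protein genes 6 fell and 1 rose (camera adjusted p = 0.00564, and adjusted p = 0.431 with an estimated correlation), with Itih1 2.83-fold lower. Of 22 urea cycle and amino acid genes 7 fell and 2 rose (camera adjusted p = 0.0357, and adjusted p = 0.431 with an estimated correlation), with Gnmt 5.87-fold lower. That call ended without control replicate 1 (adjusted p = 0.0894) or foci replicate 4 (adjusted p = 0.0736), and with the methods' filter (adjusted p = 0.101), which also ended that of the glucose list (adjusted p = 0.09). With centring on ribosomal protein genes the calls also ended for secreted plasma proteins (adjusted p = 0.104), glucose metabolism (0.165), cytochrome P450 (0.269), bile acids (0.472) and urea cycle and amino acids (0.899). The stellate cell and matrix list (6 higher and 2 lower of 21, camera adjusted p = 0.356), the macrophage list (0 higher and 3 lower of 18, camera adjusted p = 0.425) and the endothelial list (0 higher and 1 lower of 10, camera adjusted p = 0.552) did not pass in foci, though the first did with that centring (adjusted p = 0.0194). The monocyte receptor Cd14 was 3.41-fold lower. Of 4 erythroid genes 3 fell, with Hbb-b1 5.13-fold and Hba-a1 3.8-fold lower. By camera 14 of 24 lists shifted. With an estimated correlation 0 did, with 2 at an unadjusted p under 0.05, and by fry 17 did.

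The third comparison set oval cells against preneoplastic foci directly. By camera the matrix, biliary and YAP target lists shifted towards oval cells and the Nrf2 target list towards foci, and with an estimated correlation no list passed (smallest adjusted p = 0.434 with an estimated correlation). Lox was 11.4-fold higher in oval cells (6179 ± 1490, SD, n = 6, against 615 ± 174, SD, n = 5). The steroid enzyme Hsd17b2 was 19.6-fold lower (270 ± 50.3, SD, n = 6, against 4432 ± 2494, SD, n = 5). Its oval cell mean lay under the signal limit of 300, so the size of this fold is uncertain. In limma, 1028 of 6997 probes changed, with 557 higher and 471 lower in oval cells, and 4902 changed with no fold limit. Some oval cell arrays share an animal, so these p-values are too small, and slide and group cannot be told apart.

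By the fitted difference, the genes most in excess in oval cells were Krt19 (11.6-fold, by whose protein the cells were chosen), Lox, Aoc1 (at least 6.02-fold), Pmepa1 (9.23-fold), the chemokine Cx3cl1 (at least 5.35-fold), osteopontin, Spp1 (7.76-fold), the procollagen protease Adamts2 (7.74-fold) and Plet1 (7.65-fold). Those most in excess in foci were Hsd17b2, A2m (at least 9.58-fold), Thrsp (15.4-fold), Akr7a3 (13.7-fold), Gsta2 (13.3-fold), Fads2 (10.5-fold), the defensin Defb1 (at least 4.44-fold) and the bile acid transporter Slc10a1 (10.3-fold). Of 21 stellate cell and matrix genes 20 were higher in oval cells (camera adjusted p = 3.65e-09, and adjusted p = 0.434 with an estimated correlation), including decorin, Dcn (5.5-fold), and fibrillin, Fbn1 (at least 2.65-fold). Of 11 biliary and progenitor cell markers 8 were higher (camera adjusted p = 0.000268, and adjusted p = 0.434 with an estimated correlation), with Cd24 6.5-fold, Epcam 4.51-fold and Muc1 at least 2.11-fold higher. Of 6 YAP target genes 5 were higher (camera adjusted p = 0.00372, and adjusted p = 0.434 with an estimated correlation), with Ccn2 7.64-fold and Ccn1 3.32-fold higher. Of 18 macrophage markers 7 were higher (camera adjusted p = 0.000109, and adjusted p = 0.434 with an estimated correlation), with Laptm5 3.6-fold higher. Of 10 endothelial markers 4 were higher (camera adjusted p = 0.00843, and adjusted p = 0.434 with an estimated correlation), with Vwf 6.03-fold higher, as was 1 of 9 lymphocyte markers (camera adjusted p = 0.0112, and adjusted p = 0.567 with an estimated correlation).

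Of 28 Nrf2 target genes 17 were lower in oval cells than in foci (camera adjusted p = 1.15e-06, and adjusted p = 0.434 with an estimated correlation), with Txnrd1 5.85-fold, Akr1b8 5.66-fold, Ptgr1 5.55-fold and Nqo1 5.16-fold lower, and this list is not independent evidence. Of 11 fatty acid synthesis genes 5 were lower (camera adjusted p = 0.00151, and adjusted p = 0.434 with an estimated correlation). Of 15 cholesterol synthesis genes 4 were lower (camera adjusted p = 0.00601, and adjusted p = 0.601 with an estimated correlation), with Nsdhl 2.97-fold lower. Of 22 urea cycle and amino acid genes 5 were lower (camera adjusted p = 0.00463, and adjusted p = 0.434 with an estimated correlation), with Bhmt 3.98-fold lower. The cell cycle list did not pass (0 higher and 1 lower of 28, camera adjusted p = 0.482), nor did the male-predominant list (3 of 12 lower, camera adjusted p = 0.221). By camera 10 of 24 lists shifted. With an estimated correlation 0 did, with 2 at an unadjusted p under 0.05, and by fry 17 did. Without oval cells replicate 3 as many as 15 shifted by camera, 5 more. Those that began there were fatty acid oxidation (adjusted p = 0.0357), bile acids (0.0321), cytochrome P450 (0.0405), glucose metabolism (0.0405) and fetal liver genes (0.0487), and the last also passed with centring on ribosomal protein genes (adjusted p = 0.047). Calls also began for fetal liver genes without oval cells replicates 1 and 4 and foci replicate 2 (adjusted p = 0.0423, 0.0497 and 0.0376), for cytochrome P450 without oval cells replicate 1 (0.0451), and for fatty acid oxidation and glucose metabolism without oval cells replicate 4 (0.0333 and 0.0497).

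**Figure D2:**
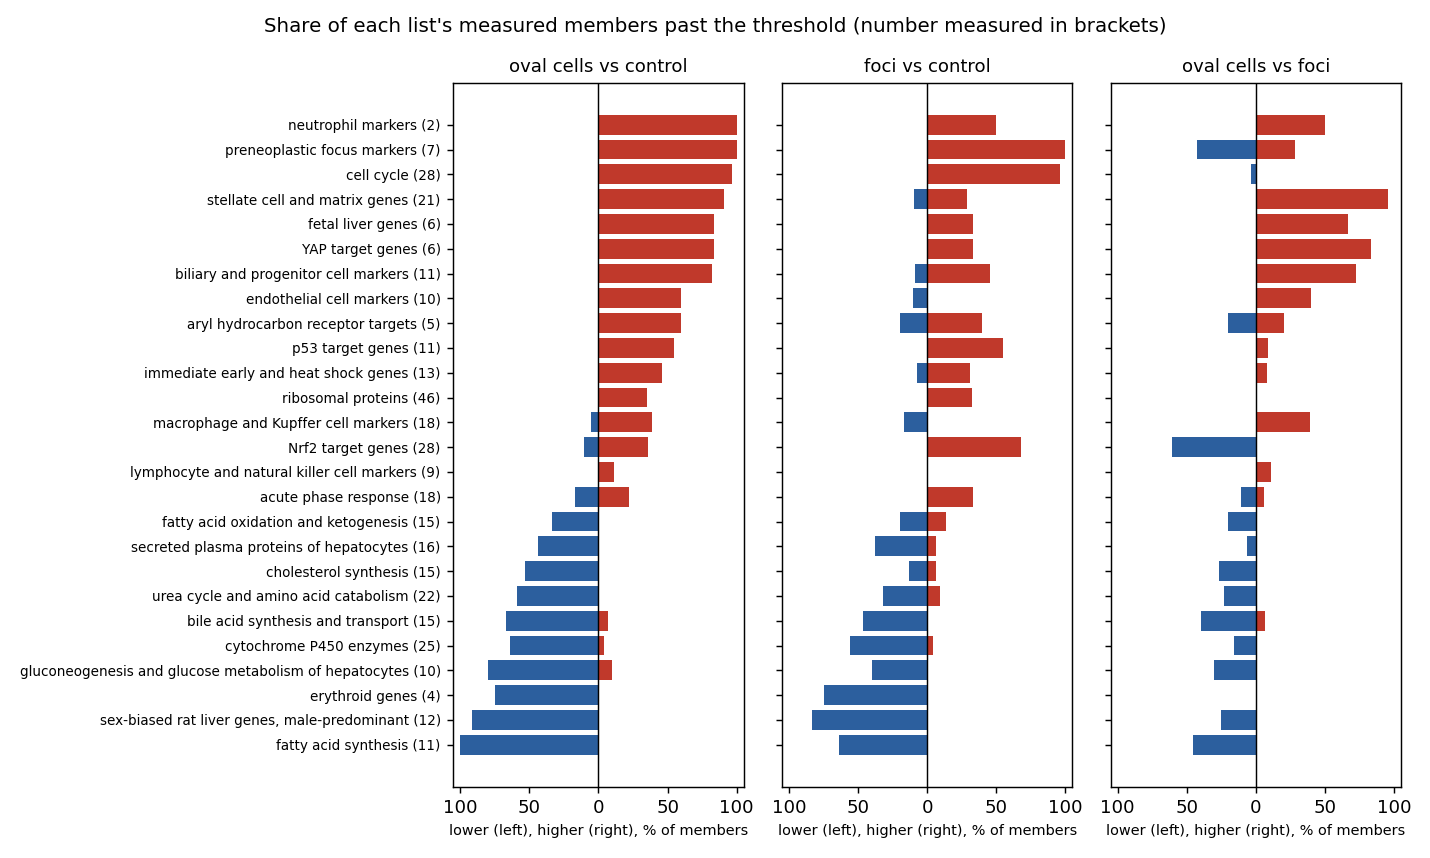
Share of the measured members of 26 gene lists that passed the threshold (horizontal axis, percent), with red bars to the right for members higher and blue bars to the left for members lower in the first group named above each panel. Of 28 cell cycle genes 27 rose in each group against control, and 20 of 21 stellate cell and matrix genes were higher in oval cells than in foci.

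The changes in oval cells and foci were then set side by side. Of 2231 probes changed in either group against control, 812 changed in the same direction in both (394 higher and 418 lower) and 6 in opposite directions. The number in the same direction was 2131 with centring on ribosomal protein genes, chosen after seeing the data, 3086 with no fold limit and 390 with the methods' filter. Another 963 passed in oval cells and not in foci, and 450 in foci and not in oval cells, so that 63.3% passed in 1 comparison only. The difference itself passed for 492 of the 963 and for 159 of the 450. Independent lists of these sizes would share 97.3 higher and 65.4 lower probes. Simulated unchanged groups, with simulated controls that both comparisons share, had 0 shared probes on average over 50 simulations. Hardly any probe can pass without a change, so that count says nothing about lists of these sizes. The covariance of the fold changes was 0.742, where the simulation gave 0.0209, and their correlation across probes, which are not independent replicates, was 0.743, where the simulation gave 0.73. The simulation already holds what the spread of shared controls adds. The 2 controls are too few to split, so a departure common to both controls could not be tested. Oval cells and foci also share the treatment and the surgery, whose effects cannot be told apart from those of cell type. Some oval cell arrays share an animal, so the p-values behind these counts are too small.

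Krt19, which encodes CK-19, was followed in each comparison. Its signal was 248 and 347 on the 2 control arrays, between 5363 and 8286 on the 6 oval cell arrays, and 433, 1248, 726, 506 and 591 on the 5 foci arrays. The log2 difference was 4.92 ± 0.33 (SE, adjusted p = 9.23e-09) in oval cells against control and 3.54 ± 0.24 (SE, adjusted p = 1.21e-08) against foci, where it follows how the cells were chosen. In foci against control it was 1.38 ± 0.33 (SE, adjusted p = 0.00226, a 2.6-fold rise), and higher on 5 of 5 foci arrays than on either control. This last call ended without control replicate 1 (1.06, adjusted p = 0.0568), by the methods' t-test (adjusted p = 0.0743), named in the study's general statistics, and with centring on ribosomal protein genes (0.55, adjusted p = 0.121), which was chosen after seeing the data. Over its alternatives the adjusted p ranged from 0.00077 to 0.121. Some oval cell arrays share an animal and foci arrays may, so these p-values are too small, and slide and group cannot be told apart for foci.

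The similarity of whole arrays was compared on the 1568 of 22523 probes kept by the filter of the study's methods. On values centred on each probe's median, foci correlated with control at 0.0793 and with oval cells at -0.448 on average across probes, and clustering parted oval cells from control and foci, as it did uncentred, by Euclidean distance and centred on group means. The margin in favour of control was 0.528 ± 0.236 (SD, n = 5 foci arrays), between 0.957 and 1.06 without any 1 control or foci array, and between 0.379 and 0.399 without any 1 oval cell array. On the same probes it was 0.0943 without centring and 0.00502 centred on the mean of the group means, both chosen after seeing the data. Over all 6997 tested probes with median centring it was 0.461 ± 0.189 (SD, n = 5), above 0 on 5 of 5 foci arrays. Over these tested probes without centring, also chosen then, foci correlated with oval cells at 0.899 and with control at 0.865, a margin of -0.0337. Chosen likewise, the margin over these probes was -0.274 centred on the group means and -11.3 by Euclidean distance, on a scale of its own.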

Values the study reported

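The study reported that 1,570 of 21,791 transcripts met its criteria. Of the genes changed at least 2 fold, it placed 69% in oval cells alone or foci alone. For foci relative to age-matched controls it listed fold changes of 105.82 for Gstp1, 29.70 for Abcb1, 26.79 for Akr7a3, 15.48 for Slc25a4, 10.25 for Aldh1a1, 9.52 for Gpx2, 9.01 for Nqo1 and 5.96 for A2m. Among lowered genes it listed −6.54 for Gnmt, −7.06 for Pklr and −62.76 for Obp3.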

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

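The settings that centre on ribosomal protein genes were chosen after the results were seen, as were the 6 genes of opposite direction. Of 206 sets of log2 values (each named gene in oval cells and in foci), 13 held an array far from the rest by Dixon's ratio of gap to range, where chance gives about 10.3. Oval cells replicate 4 accounted for 6 of them. It was the lowest for Akr7a3 (ratio 0.845, signal 536 against 1544 to 1892), Nqo1 (0.778, 546 against 1464 to 1964), Txnrd1 (0.694, 367 against 451 to 496) and Gsta3 (0.662, 557 against 1255 to 1935). It was the highest for the metallothionein Mt1 (0.704, 15741 against 2016 to 3681) and Acot1 (0.676, 1370 against 273 to 441). Foci replicate 2 accounted for 4, as the lowest for Slc10a1 (0.825), Gsta3 (0.755) and Myc (0.735) and the highest for Lgals2 (0.731). Foci replicate 5 was the lowest for A2m (0.743, 602 against 2431 to 4020), foci replicate 1 the highest for Gpx2 (0.763) and oval cells replicate 3 the highest for Serpina3c (0.67, 2241 against 231 to 450).

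In 6 probes oval cells and foci changed in opposite directions against control. A difference between oval cells and foci follows from this choice, so its test adds nothing. Ogn, Pdgfra, Sparcl1 and Txnip were higher in oval cells (log2 differences 1.00, 1.04, 1.28 and 1.53) and lower in foci (-1.18, -1.06, -1.01 and -1.17). Gsta4 and Ugp2 were lower in oval cells (-1.69 and -1.32) and higher in foci (1.00 and 1.13). For 5 of the 6, leaving out 1 array took a difference from control under the limit. For Ogn in oval cells this was so without control replicate 2 (0.96) and oval cells replicates 3, 4, 5 and 6 (1.00, just under the limit, 0.99, 0.98 and 0.91). For Gsta4 in foci it was so without control replicate 2 (0.93) and foci replicates 3, 4 and 5 (0.97, 0.92 and 0.99). For Pdgfra it was so in oval cells without oval cells replicates 3 and 5 (0.99 each) and in foci without foci replicate 1 (-0.96). For Sparcl1 it was so in oval cells without control replicate 1 (0.82) and in foci without control replicate 2 (-0.55), foci replicate 1 (-0.91) and foci replicate 5 (-0.93), and for Ugp2 in foci without control replicate 1 (0.90). With centring on ribosomal protein genes each of the 6 lost a side, with Ogn (0.12), Pdgfra (0.15), Sparcl1 (0.40) and Txnip (0.65) under the limit in oval cells and Gsta4 (0.17) and Ugp2 (0.30) in foci. Without background correction Ogn (0.91) and Pdgfra (0.89) were under it in oval cells, and Ogn (-0.95), Gsta4 (0.94), Pdgfra (-0.77) and Sparcl1 (-0.82) in foci. Cyclic loess took Ogn in oval cells and Ugp2 in foci just under it (1.00 each), and Gsta4 in foci (0.98). Array weights did so for Ogn in oval cells (0.91). By the methods' t-test Sparcl1 did not pass in foci (adjusted p = 0.0579).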

How the results depend on the processing

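The offset of 16, the median over all arrays, cyclic loess, both other centrings, the omission of 2 arrays together, and similarity uncentred, centred on group means or by Euclidean distance over all tested probes were chosen after seeing the data. Signal over background limits dim probes, which have bounds only where every array of the dimmer group lay under the signal limit. Where the group mean alone lay under it, the fitted fold is given and its size is uncertain. With the methods' filter, which tests fewer probes, 941 changed in oval cells, 633 in foci and 390 in both, and 11 and 7 lists shifted. With no fold limit the counts were 4958, 4532 and 4902, with 3086 shared and 42.6% in 1 comparison only. With an estimated correlation 0 lists shifted in each comparison, and by fry 17 did in oval cells against foci. For these the cause was not tested.

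Centring on ribosomal protein genes moved every log2 difference from control, which fell by 0.88 in oval cells and by 0.83 in foci. The counts became 3359 and 2949, with 2131 shared and 48.5% in 1 comparison only, and 9.68% and 5.6% of changed probes were higher in place of 52.9% and 56.9%. With it 15, 11 and 11 lists shifted in place of 20, 14 and 10, with 14 calls ended and 7 begun. By construction of that shift signs turned in foci for RT1-Da (-0.15), Ldhb (-0.00448), Gpc3 (-0.20), Pmepa1 (-0.19) and Muc1 (-0.35), and in oval cells for Txnrd1 (-0.46), Defb1 (-0.40) and Crim1 (-0.33). Krt19 in foci was then 0.55, and by the methods' t-test it stayed at 1.38 with an adjusted p of 0.0743.

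On filtered probes the similarity margin was 0.0943 uncentred, 0.00502 centred on group means and 1.02 by Euclidean distance, on a scale of its own. Over all tested probes it was 0.461 with median centring, -0.0337 uncentred, -0.274 centred on group means and -11.3 by Euclidean distance. With each array left out in turn it ranged from 0.379 to 1.06. Over those omissions oval cells against control gave 1739 to 1852 probes, foci against control 1174 to 1373 and oval cells against foci 988 to 1072, with 757 to 892 shared and 61.5% to 65% in 1 comparison only. Krt19 ranged from 4.59 to 5.24, from 1.06 to 1.70 and from 3.37 to 3.79, and 18 to 22, 13 to 15 and 10 to 15 lists shifted. A lone control was assumed to vary like the other groups. The methods' filter kept 1891 probes on background-corrected values. Background correction with detection p-values, followed by median scaling or by no normalization, was not run because those columns match no label. The value table used is the main source, so it was no alternative. No paired analysis was possible because the labels give the groups no shared replicate numbers.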

Other observations

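The tests on similarity, on the slide, on Tnfrsf12a and on female-predominant genes, and the settings of cyclic loess and centring on ribosomal protein genes, were chosen after the results were seen. In foci, 6 of 18 acute phase genes rose and 0 fell, and the list did not pass (camera adjusted p = 0.48), with a median below 0 and a mean above, though it passed with centring on ribosomal protein genes (adjusted p = 0.0322). Of its members Mt1, a metallothionein, was 10.2-fold, A2m 7.2-fold and Hamp 4.19-fold higher. In oval cells Mt1 differed from control by 0.02 ± 0.56 (SE, log2, adjusted p = 0.98). Of 6 fetal liver genes 2 rose in foci, Aldoa (4.94-fold) and Afp (3.19-fold, with a log2 difference of 0.84 when centred on ribosomal protein genes), and the list did not pass (camera adjusted p = 0.0648), though it passed without control replicate 2 (adjusted p = 0.0447) or foci replicate 4 (adjusted p = 0.0491), with cyclic loess (adjusted p = 0.0434) and with centring on ribosomal protein genes (adjusted p = 0.00158).

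Pklr was 12.7-fold lower in foci than in control here. That is a larger fall than the value quoted from the study above. Without background correction it was 10.2-fold.

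On median-centred values of filtered probes, foci lay nearer to control than to oval cells by 0.528. With the same centring over all tested probes the margin was 0.461 ± 0.189 (SD, n = 5), so under median centring the filter was not the whole source. That does not clear the filter under other measures. It needs 3 arrays, so a probe that differs in the 2 controls alone cannot pass. By Euclidean distance the margin was 1.02 with the filter and -11.3 over all tested probes. Median centring over groups of 2, 6 and 5 arrays may account for part or all of the margin of 0.528. With centring on the mean of the group means the margin was 0.00502 ± 0.27 (SD, n = 5), and -0.274 ± 0.199 over all tested probes. Without centring the margin was 0.0943 ± 0.0579 over filtered and -0.0337 ± 0.0178 over all tested probes (SD, n = 5). Clustering, run on filtered probes only, joined control with foci under each centring. Centred on the group means, though, foci correlated almost equally with control (-0.296) and with oval cells (-0.301). A true likeness of foci to normal liver stays open, since the sign of the margin depends on the probes and the centring.

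Krt19 and 4 other biliary markers (Tnfrsf12a, Cd24, Epcam and Prom1) rose in foci (Prom1 to a log2 difference of 0.73 when centred on ribosomal protein genes, under the limit), and oval cells caught in the foci pools could be the source. Krt19 would need 6.18% of the oval cell signal (2.07% to 14.6% over foci arrays) and the 4 others a median of 14.4%. Of 6 reference probes dim in control and bright in oval cells, 0% lay below 0.5 times either share. These probes thus leave carry-over open for Krt19 and for the 4 markers as a set, though 6 are few and may have risen in the foci themselves. With control as the baseline, Krt19 gave a mean share of 6.18%, and up to 14.6% on a single foci array. Cd24 would need 12.4% (7.77% to 19.9%), Prom1 13% (5.11% to 23.8%) and Epcam 15.9% (8.5% to 26.7%). This comparison of shares was not planned. Given that baseline and caught cells as Krt19-rich as the oval cell arrays, this argues against carry-over as the whole source of the 4 rises. Foci whose own Krt19 lay below control would allow a larger share. Foci replicate 2 was the highest foci array for Krt19 (1248), Epcam (1866), Cd24 (1770), Prom1 (566) and Tnfrsf12a (1128). Oval cells caught in varying amounts could give that pattern, though its cause was not tested, so carry-over stays open as part of the source. Tnfrsf12a would need 50.4%, and 66.7% of the reference probes (33.3% to 66.7% over foci arrays) lay below 0.5 times that, with Lgals1 at 10.4%, which argues against carry-over as its whole source. By staining, the study found CK-19 protein in none of the early foci it examined, while oval cells around them were positive. RNA alone was measured here, and expression of these genes by cells of the foci stays open.

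All foci lay on slide 2, and 812 probes changed in the same direction in oval cells and foci. A slide difference alone would not change oval cells against controls of the same slide. If it is also unrelated over probes to the oval cell changes, the covariance of the fold changes stays at what the shared controls add. That was at most 0.0232 in 50 simulations of unchanged groups, and the covariance was 0.742 (0.71 to 0.806 without any 1 array). This argues against the slide as the whole source of the shared changes only under that assumption, which was not tested. For the 450 probes changed in foci and not in oval cells, of which 159 also differed between oval cells and foci, slide and lesion cannot be told apart because no foci array lies on slide 1. For oval cells against foci, 100 splits were drawn from 462. Of these 1 gave as many as the 1028 probes of the real split, itself, and the highest other gave 756. The test needs independent arrays, which shared animals break, and the real split is also the split by slide. It therefore cannot decide on chance.

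The fall of male-predominant genes with a rise of Cyp2c12 raised the hypothesis of a shift towards the female pattern of liver expression. Of 6 listed female-predominant genes 3 were measured, and 1, Cyp2c12, was higher in both groups. Cyp2c7 was 3.29-fold lower in oval cells and 4.28-fold lower in foci. Cyp2a1 was 2.04-fold lower in oval cells and differed by 0.30 in foci (adjusted p = 0.242). Its call in oval cells ended without control replicate 1 (-0.93) and without oval cells replicates 4, 5 and 6 (-0.94, -0.98 and -0.99). It also ended without background correction (-0.90) and with array weights (-0.97). With 3 genes measured, of which 2 have Cyp2c probes that may read near copies, the hypothesis stays open.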
